A study of Homo sapiens with 13 samples.

How the data were processed

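CUT&RUN was performed in Nalm6, an established human B-cell acute lymphoblastic leukaemia line, per the labels' protocols. In this assay an antibody brings a nuclease to the chromatin its target occupies, and the DNA released by cutting is sequenced. Antibodies against LEF1 and TCF7L2, both transcription factors of the TCF/LEF family that act in canonical Wnt signalling, were used on cells given prednisolone, a synthetic glucocorticoid, at 5 µM for 24 h and on control cells. The labels give the controls no treatment in one field and name a vehicle in the protocol, so they are called controls here. Each of the 4 combinations of antibody and treatment had 3 replicates, which the series describes as independent experiments. Of the 13 samples, 12 had a peak list. The IgG sample was not analysed here.

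The authors called peaks separately for each sample with MACS2, per the peak names in the deposited files, so that each replicate has its own list and no list pools replicates. The MACS2 version, the aligner, the control library, duplicate handling and the removal of problem regions are not stated. For each peak the authors deposited an interval, a summit, a fold ratio over the background that MACS2 modelled, a −log10 p-value and a −log10 q-value. These peak values are the authors' own, and they served to describe, rank or filter the peaks within a list. From p-value and fold, the depth of a library relative to the MACS2 control and the control's own depth were also recovered. For LEF1 control replicate 2 and LEF1 prednisolone replicate 3, both depths assume a control depth near that of the other lists. These depths, and the share of peaks with a fold under 2, were compared between lists. The lowest −log10 p-value in any of the deposited lists was 1.30, so the lists ended at a p-value of 0.05 and had not been restricted on the q-value. The lists held chromosomes 1 to 22, X and Y, with no interval given more than once. The genome build is not stated. The last peak on chromosome 1 ended at 249233269 and that on chromosome 2 at 243187061, beyond the last gene of GRCh38 on each (248937099 and 242175685), and coordinates are therefore given on GRCh37 as inferred from the peak ends. No GRCh37 sequence or annotation was used here, so that no region was assigned to a gene, exon, intron or promoter. The planned tests of promoter share, of TCF/LEF and glucocorticoid receptor motifs and of Wnt and glucocorticoid gene lists were not run, nor was the alternative that sets aside peaks in repeats.

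Read totals were not used here, and the depth of each library is known only through its list. The number of peaks ranged from 128863 to 395786 per list, and the bases covered from 52.6 to 171.6 Mb. No pair of lists held the same peaks: the highest Jaccard index between any 2 full lists was 0.382, and at most 0.0737% of the intervals of the shorter list were also in the other. The number of replicates, 3 per group, sets the precision of every comparison between groups, and intervals on a share of regions cover counting error only.

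Peak numbers were compared on the log2 scale, as the difference of group means, with exact permutation tests of the labels, two-sided. With 3 libraries against 3 the smallest p-value is 0.1. For TCF7L2 against LEF1 the antibody labels were exchanged within each treatment, which gives 400 relabellings and a smallest p-value of 0.005. For all other comparisons each list was restricted to its 20000 top peaks by −log10 p-value, so that the length of a list did not set the overlap. Peaks equal in p-value and fold were taken in order of chromosome and position. In TCF7L2 control 2 and prednisolone 1 and 3 this filled 1659, 2231 and 7599 of the 20000 places and left out 7881, 8385 and 3399 equal peaks, so that the first chromosomes were over-represented: chromosome 1 held 13.4%, 13.2% and 10.58% of the top peaks, against 9.01%, 8.92% and 9.07% of the full lists. In the other 9 lists at most 472 places were filled in this way. Similarity was the Jaccard index, the bases shared by 2 lists over the bases in either. The mean index of pairs of libraries within a group minus that of pairs across groups was tested by exact permutation, one-sided, with a smallest p-value of 0.1 for the treatment and of 0.01 for the antibody.

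Regions were made by merging the peaks of the 6 libraries of one antibody wherever they overlapped by at least 1 bp. A region was called gained when all 3 prednisolone libraries and no control library had a top peak in it, and lost in the opposite case. For a single region this pattern has an exact p-value of 0.1, so no region passes a threshold of 0.05 alone, and the count was set against the 10 splits of the 6 libraries into 3 and 3. The regions named are, for each antibody and direction, the 5 whose worst rank among the 3 libraries that hold the peak was best. A consensus region of a group had a top peak in all 3 of its libraries. The share of LEF1 consensus regions that overlapped a TCF7L2 consensus region by at least 1 bp is given with its exact 95% Clopper-Pearson interval and with the mean over 100 circular shifts of the TCF7L2 regions along each chromosome. The groups, the tests, the rule for naming regions and all alternatives but those named last below were fixed before the data were examined.

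The alternatives were lists of 10000 or 50000 top peaks, full lists, peaks with a −log10 q-value of at least 2 or at least 5, ranking by fold, a peak covering at least 50% of a region, 1 kb bins that hold a summit in place of merged regions, absence from the full lists of the other treatment, covered bases in place of peak number, the replicate number as a block, and leaving out each library in turn. Lists of 2000 top peaks, peaks with a fold of at least 2 and a random choice among equal peaks at the limit of 20000 were added after the data had been seen.

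The steps that find gained and lost regions were tested on simulated data. Lists were drawn from the regions of each antibody with the spread seen between its replicates, and 200 gained and 200 lost regions were planted. A planted change removed the region fully from all 3 lists of one treatment. The spread was drawn separately for each list, without batches. Changes of rank alone were not planted, so the recovery of such changes is not known. For LEF1, over 36912 regions, 99.0% of the planted changes were recovered when they lay among ranks 1 to 5000 and 49.0% among ranks 5001 to 20000, while 443 and 447 further regions were called by the simulated spread alone. For TCF7L2, over 79360 regions, 82.8% and 14.8% were recovered, with 678 and 631 further regions called. None of the planted changes was called in the wrong direction. The Jaccard index was checked against bedtools 2.31.1 on 3 pairs of libraries and gave equal values. Calculations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1.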

Results

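The data collected were 12 lists of CUT&RUN peaks from Nalm6 cells, 3 for each combination of the antibody (LEF1 or TCF7L2) and the treatment (control or prednisolone). The series' title sets glucocorticoid signalling against canonical Wnt signalling, and the comparisons below ask whether the peaks of these 2 Wnt-pathway factors differed after the glucocorticoid, and how far the peaks of both factors coincided.

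The deposited lists held 252561 ± 36531 LEF1 peaks in control cells and 252728 ± 130526 after prednisolone (mean ± SD, n = 3 each). For TCF7L2 they held 352306 ± 32741 peaks in control cells and 285731 ± 128786 after prednisolone (n = 3 each). The bases covered were 135.7 ± 17.0 Mb and 128.7 ± 48.4 Mb for LEF1, and 119.7 ± 26.3 Mb and 101.0 ± 49.0 Mb for TCF7L2. Many of these peaks were weak. A q-value of 1 was given to 48.4% to 78.5% of the peaks in the TCF7L2 lists and to 0 to 20.7% of those in the LEF1 lists. Peaks with a −log10 q-value of at least 5 numbered 26692 ± 1061 and 24697 ± 2604 for LEF1 in control and prednisolone cells, and 2792 ± 635 and 1628 ± 540 for TCF7L2. The 20000th peak had a −log10 q-value between 5.49 and 6.62 in the LEF1 lists, and between 0.390 and 0.996 in the TCF7L2 lists, so that the lists of 20000 top peaks reached weaker calls for TCF7L2.

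**Figure D1:**
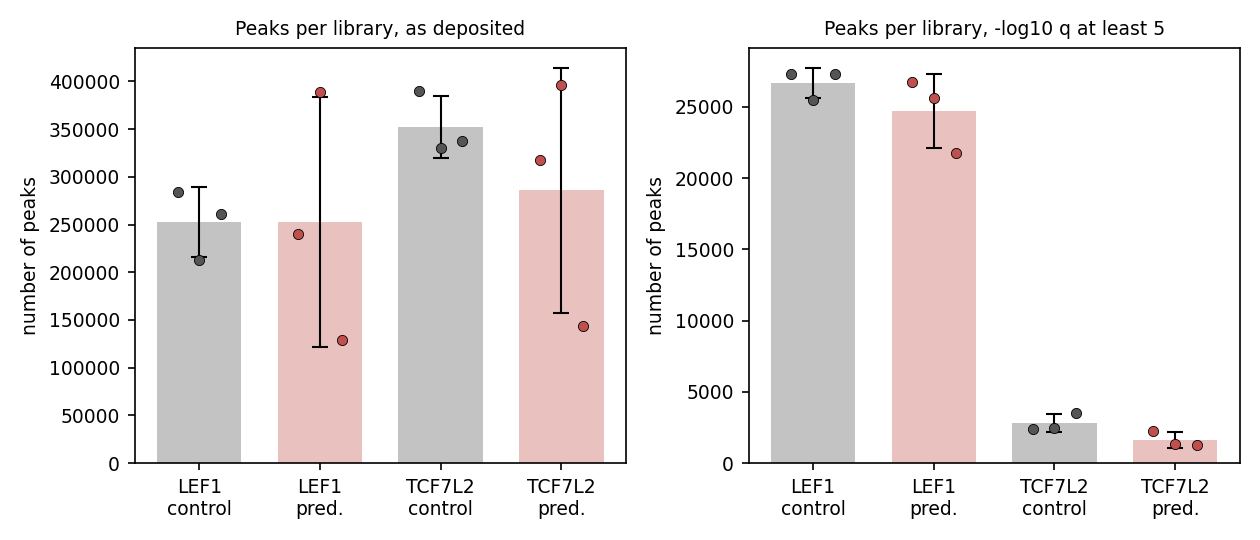
Number of peaks per library (y axis) in the 4 groups, as deposited (left) and with a −log10 q-value of at least 5 (right). Points are the 3 replicates of a group, bars their mean and error bars the SD; in the deposited lists the 2 prednisolone groups spread from 128863 to 395786 peaks, while at the stricter q-value all 3 prednisolone TCF7L2 libraries (1271 to 2249 peaks) lay below the 3 controls (2401 to 3524).

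The shares of peaks found again in other replicates differed between the antibodies. Among the 1000 strongest peaks of a list, 99.99% ± 0.0204 in the LEF1 lists and 99.0% ± 0.804 in the TCF7L2 lists (mean ± SD over 6 libraries) were met by a peak in the full list of another replicate of the group. After circular shifts this share was 20.1% and 18.6%. For ranks 5001 to 20000 the share was 99.4% ± 0.306 for LEF1 and 42.8% ± 14.2 for TCF7L2, with 13.5% and 9.19% after the shifts. This TCF7L2 mean pools treatments that differed: the control libraries had 50.8% to 58.9% and the prednisolone libraries 26.2% to 34.4%. Beyond rank 100000 it was 36.9% ± 14.1 and 12.1% ± 3.01, with 7.42% and 6.90% after the shifts.

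**Figure D2:**
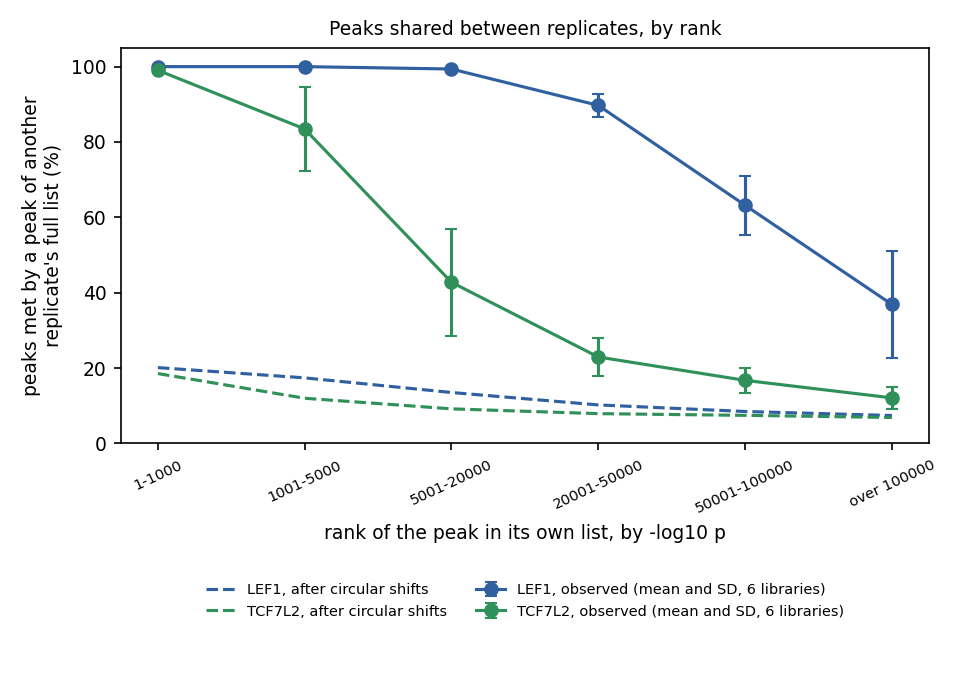
Percent of peaks met by a peak of another replicate's full list (y axis) by the rank of the peak in its own list (x axis). Points and error bars are the mean and SD over the 6 libraries of an antibody, dashed lines the mean after circular shifts. For ranks 5001 to 20000 the LEF1 mean was 99.4% and the TCF7L2 mean 42.8%. In TCF7L2 control libraries the share there was 50.8% to 58.9%, and in TCF7L2 prednisolone libraries 26.2% to 34.4%.

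The number of peaks did not differ between treatments beyond the replicate spread. For LEF1 the log2 difference, prednisolone minus control, was −0.13 (exact permutation test, p = 0.8). For TCF7L2 it was −0.42 (exact permutation test, p = 0.5). In both cases 1 library decided the direction: without prednisolone replicate 3 the differences became 0.29 for LEF1 and 0.013 for TCF7L2. The alternative that moved the TCF7L2 difference most was the restriction to peaks with a −log10 q-value of at least 2, which gave −0.97 (exact permutation test, p = 0.1). At a −log10 q-value of at least 5 the difference was −0.80 with p = 0.1 by the same exact test, the smallest value that 3 libraries against 3 allow, with every prednisolone library below every control library. The corresponding LEF1 difference was −0.12 (exact permutation test, p = 0.3). A permutation test of the difference between both treatment effects gave −0.69 on the log2 scale at a −log10 q-value of at least 5 (p = 0.045, and 0.15 after Benjamini-Hochberg adjustment over 4 measures of peak number), so the TCF7L2 effect was not shown to differ from the LEF1 effect.

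The libraries of each antibody fell into sets by a technical measure, the length of the shortest peak in the list. For LEF1 this length was 164 to 165 bp in control replicate 1 and prednisolone replicates 2 and 3, and 187 to 197 bp in control replicates 2 and 3 and prednisolone replicate 1. For TCF7L2 the same replicates formed the sets, with 193 to 201 bp and 158 to 167 bp. They are called batch A (control 1, prednisolone 2 and 3) and batch B (control 2 and 3, prednisolone 1). On the log2 scale the ratio of mean TCF7L2 peak numbers, prednisolone over control, was −0.53 in batch A and −0.07 in batch B as deposited, and −0.87 and −0.41 at a −log10 q-value of at least 5. For LEF1 these values were −0.13 and 0.02 as deposited, and −0.21 and 0.02 at the stricter q-value, so that the sign for LEF1 differed between batches. Each batch holds a single library of one of the treatments, and no test was made within a batch alone.

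When all deposited peaks were counted, the log2 difference in peak number, TCF7L2 minus LEF1, was 0.34 (exact permutation test within treatment, p = 0.295), with 0.27 in batch A and 0.45 in batch B. The call depended on the replicate number: the TCF7L2 list was the longer one in 6 of 6 pairs of the same treatment and number, and with that number as a block the exact permutation test gave p = 0.03125, the smallest that 6 pairs allow. Among stronger peaks the direction reversed. At a −log10 q-value of at least 2 the difference was −3.45, and at a value of at least 5 it was −3.62, each with p = 0.005 by the exact permutation test, the smallest it can give. Within batches A and B the latter difference was −3.84 and −3.37. In bases covered the difference was −0.30 (exact permutation test, p = 0.33), also reversed. Relative to the control that MACS2 used, every LEF1 library was deeper (0.895 to 2.12 times) than every TCF7L2 library (0.593 to 0.7985 times). How much of the difference at the q-values comes from this depth was not tested.

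With each list at its 20000 top peaks, the mean Jaccard index among LEF1 replicates of the same treatment was 0.493, and between LEF1 libraries of different treatments it was 0.426. The difference of 0.0664 had p = 0.1 in the exact permutation test, the smallest value possible. For TCF7L2 the means were 0.200 and 0.157, with a difference of 0.0429 (exact permutation test, p = 0.1). The alternative that moved the LEF1 difference most was the use of full lists, which gave 0.0133. Within batch A the pair of treated LEF1 libraries had an index of 0.530, and the pairs across treatments had 0.407 and 0.439. In batch B the pair of controls had 0.510, and the pairs across treatments had 0.4501 and 0.4547. For TCF7L2 the pair of treated libraries in batch A had an index of 0.143, little above the 0.132 and 0.136 of the pairs across treatments, while in batch B the pair of controls had 0.275 and the pairs across treatments 0.202 and 0.216. TCF7L2 control replicates resembled each other more (mean 0.249, range 0.229 to 0.275 over 3 pairs) than TCF7L2 prednisolone replicates did (mean 0.151, range 0.143 to 0.157). The 2 LEF1 groups had means of 0.487 and 0.498.

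The 2 antibodies gave separable peak sets. Within a treatment, pairs of libraries of one antibody had a mean index of 0.346 and pairs of different antibodies 0.108. The difference of 0.238 had p = 0.01 in the exact permutation test within treatment, the smallest value possible. LEF1 and TCF7L2 lists had a mean index of 0.132 in control cells and of 0.0846 after prednisolone. The index followed the treatment of the TCF7L2 library: LEF1 prednisolone lists had a mean of 0.135 with TCF7L2 control lists, and LEF1 control lists had 0.0682 with TCF7L2 prednisolone lists.

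**Figure D3:**
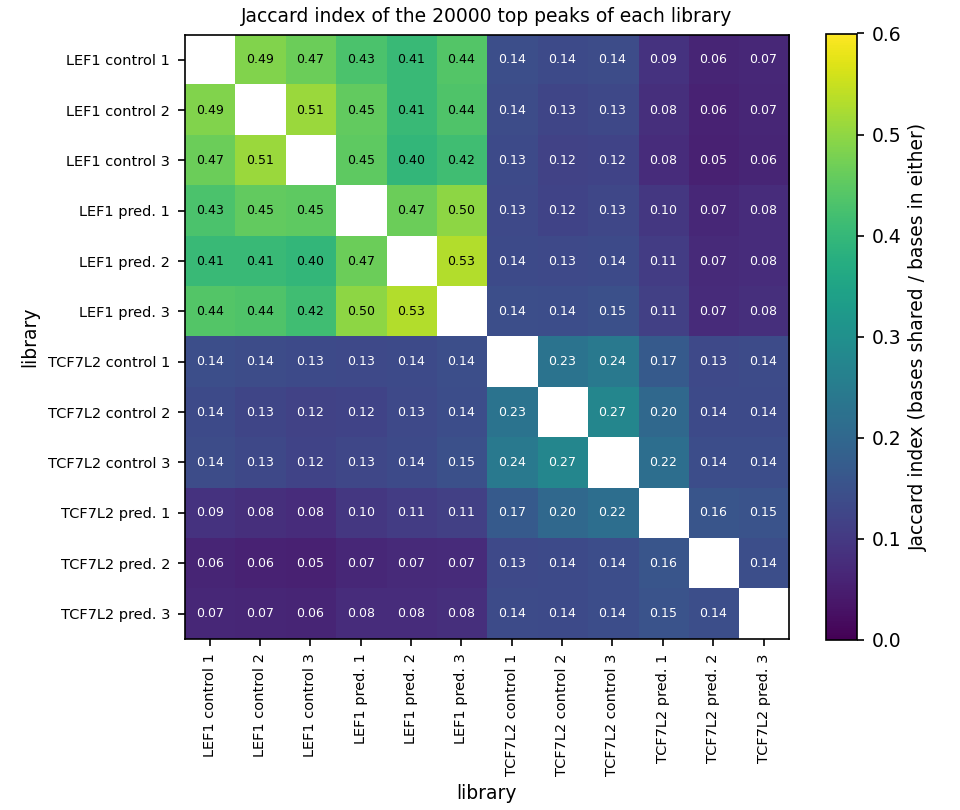
Jaccard index (colour and printed value, bases shared over bases in either list) for each pair of the 12 libraries, on both axes, with 20000 top peaks per library. Pairs of LEF1 libraries lie at 0.397 to 0.530, pairs of TCF7L2 libraries at 0.132 to 0.275 and pairs of different antibodies at 0.0548 to 0.146.

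Among 36912 LEF1 regions, 1040 were gained and 707 were lost after prednisolone. Among 79360 TCF7L2 regions, 286 were gained and 982 were lost. The counts moved widely with the setting. Full lists gave 1821 gained and 4578 lost LEF1 regions and 1742 gained and 6052 lost TCF7L2 regions. When a region had to be absent from the full lists of the other treatment, 21 gained and 3 lost LEF1 regions and 46 gained and 152 lost TCF7L2 regions met the rule. Of the gained LEF1 regions, 87.2% had a weaker peak in all 3 full control lists, and of the lost ones 96.7% had a weaker peak in all 3 full prednisolone lists, so that most of these LEF1 regions changed rank rather than appearing or disappearing. For TCF7L2 the picture differed: 36.4% of the gained regions and 22.6% of the lost ones had a weaker peak in all 3 full lists of the other treatment, while 16.1% and 15.5% had a peak in none of them. The excess of gained over lost LEF1 regions reversed with full lists and without control replicate 1 (1428 gained, 1452 lost). The excess of lost over gained TCF7L2 regions reversed with lists of 2000 top peaks (119 gained, 89 lost), a length chosen after the data had been seen. Peaks with a fold under 2 were not set aside at that length. A random choice among equal peaks at the limit gave 292 gained and 980 lost TCF7L2 regions.

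No other split of the 6 libraries gave as many changed regions in total. For LEF1 the treatment gave 1747 changed regions, the split by batch 647 and the remaining 8 splits 242 to 402. For TCF7L2 the treatment gave 1268, the split by batch 740 and the remaining 8 splits 203 to 361. With 10 splits the share cannot fall under 0.1. The TCF7L2 total was carried by the losses: the 982 lost regions exceeded either side of every other split, but the 286 gained regions did not, since the split by batch had 662 regions on one side and the split of controls 1 and 3 with prednisolone 1 against the rest had 300. Within LEF1 batch A, setting control replicate 1 against the other 2 libraries gave 9216 changed regions, and setting either treated library apart gave 5507 and 4422. Within LEF1 batch B, setting prednisolone replicate 1 apart gave 7597 changed regions, and setting either control apart gave 5332 and 5585. For TCF7L2 the arrangement by treatment did not stand out within batch A (15340 changed regions, against 15857 and 15955), and it did within batch B (14729, against 12004 and 11402). Most of these TCF7L2 regions had a top peak in the single library only, by treatment 14054 in batch A and 11605 in batch B. The counts thus rest mainly on 1 library.

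**Figure D4:**
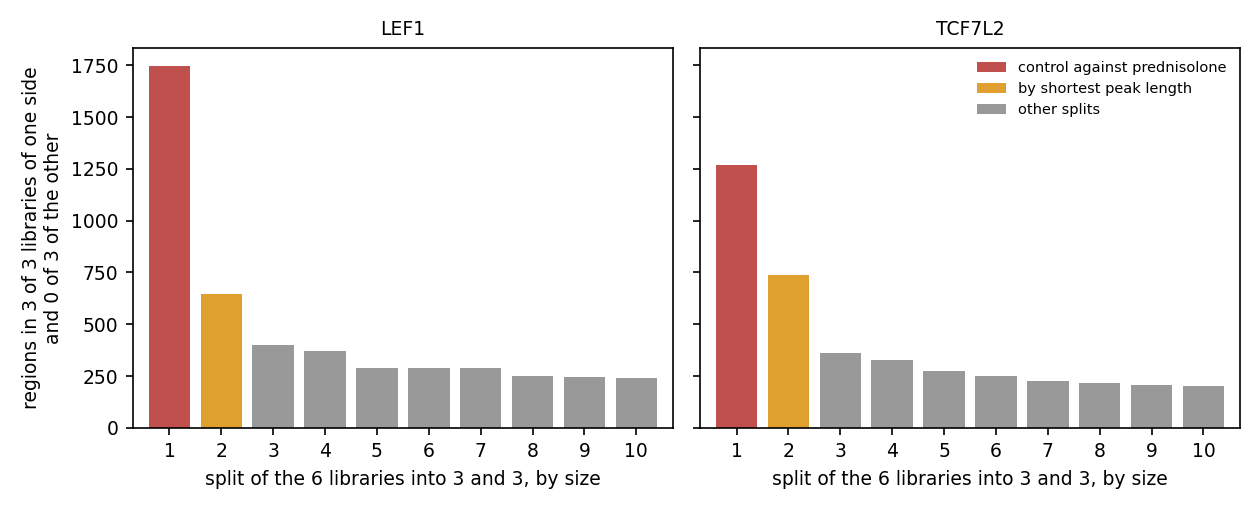
Regions with a top peak in 3 of 3 libraries of one side and in 0 of 3 of the other (y axis) for the 10 splits of the 6 libraries of each antibody, ordered by size (x axis). The split by treatment gave 1747 regions for LEF1 and 1268 for TCF7L2, and the split by shortest peak length 647 and 740.

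The gained LEF1 region with the best worst rank lay on chromosome 3 from 34631284 to 34636076 (GRCh37, inferred): its peaks ranked 59, 43 and 43 in the 3 prednisolone lists, with folds of 19.1, 22.7 and 25.1, and its best rank in a control list was 22565. The next lay on chromosome 16 from 77793157 to 77796870 (worst rank 174), on chromosome 4 from 54230530 to 54235855 (worst rank 280), on chromosome 14 from 104513613 to 104517179 (worst rank 365) and on chromosome 5 from 125842870 to 125846967 (worst rank 493). The one on chromosome 14 had a peak in 2 of the 3 full control lists, and the others had one in all 3. Lost LEF1 regions ranked lower. They lay on chromosome 1 from 39567942 to 39570609 (worst rank 1928 among the controls), on chromosome 8 from 3180198 to 3182439 (2105), on chromosome 4 from 176333956 to 176336900 (2463), on chromosome 9 from 128407892 to 128410772 (2773) and on chromosome 5 from 157420075 to 157423495 (2857). Each of these had a weaker peak in all 3 full prednisolone lists, the best at rank 22291.

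The gained TCF7L2 regions were of different kinds. Those on chromosome 11 from 51588763 to 51589130 (worst rank 399) and from 51579344 to 51579667 (702), and on chromosome 9 from 72653117 to 72653347 (641), were 231 to 368 bp long with folds between 1.302 and 1.827, and no full control list had a peak there. The region on chromosome 16 from 77794188 to 77795652 (worst rank 576) had folds of 12.4, 13.0 and 16.0, a best rank of 107158 in the control lists, and lay inside the gained LEF1 region on that chromosome. The region on chromosome 1 from 182580663 to 182581495 (worst rank 710) had folds of 14.2, 9.92 and 6.97. Lost TCF7L2 regions lay on chromosome 22 from 49306250 to 49309375 (worst rank 375), on chromosome 17 from 55601276 to 55603479 (978), on chromosome 4 from 176334256 to 176335758 (992), on chromosome 9 from 35646176 to 35647791 (1116) and on chromosome 18 from 46653681 to 46654979 (1133). The one on chromosome 22 had no peak in any full prednisolone list, and the one on chromosome 4 lay inside the lost LEF1 region there.

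In control cells 2360 of 11351 LEF1 consensus regions, or 20.8%, overlapped a TCF7L2 consensus region (95% Clopper-Pearson interval 20.05% to 21.55%), against a mean of 0.654% and a highest value of 0.837% over the circular shifts. After prednisolone the share was 1223 of 11509, or 10.6% (10.1% to 11.2%), against 0.342% and 0.478%. Seen from TCF7L2, 47.2% of 5085 consensus regions in control cells and 44.9% of 2790 after prednisolone overlapped a LEF1 consensus region. The setting that moved these shares most was the restriction to peaks with a −log10 q-value of at least 5, which gave 3.85% in control cells and 1.86% after prednisolone. No share was tested between treatments, and consensus regions need all 3 replicates, so no share was computed within a batch.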

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

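The lists of 2000 top peaks, the restriction to peaks with a fold of at least 2 and the random choice among equal peaks at the limit of 20000 were chosen after seeing the data. The alternatives with all sequences and with distinct intervals changed no value by construction, since the lists hold neither other sequences nor repeated intervals. The alternative without peaks in repeats, and the promoter, motif and gene list results with their alternatives, were not run. Of 187 recomputed results, 123 kept their direction and their side of the threshold or stayed within the spread allowed, 57 counts or shares moved, 5 reversed, 1 became stronger and 1 weaker.

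The differences in Jaccard index kept their sign under every alternative run: 0.0133 to 0.112 for LEF1 and 0.00512 to 0.109 for TCF7L2 between treatments, and 0.120 to 0.420 between antibodies. In the treatment comparisons the p-value could not pass 0.05 under any of them. Single libraries moved the TCF7L2 difference of 0.0429 by over 1.5 times: it was 0.0196, 0.0173 and 0.0184 without control replicate 1, 2 or 3 in turn, each with p = 0.2 in the exact permutation test, and 0.0851 without prednisolone replicate 1. For LEF1 the range over single libraries was 0.0520 to 0.0812.

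The number of peaks, TCF7L2 against LEF1, reversed at a −log10 q-value of at least 2 (−3.45) and of at least 5 (−3.62) and in bases covered (−0.30). The reversal at the q-values follows from the weak peaks that these settings remove. Leaving out each library in turn gave −0.51 to 0.29 for LEF1 prednisolone against control and −0.72 to 0.013 for TCF7L2, and both positive values came without prednisolone replicate 3. Over all libraries it gave 0.13 to 0.56 for TCF7L2 against LEF1.

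With the replicate number as a block, the peak number difference of 0.34 between antibodies had p = 0.03125 in the exact permutation test, the smallest that 6 pairs allow, and the similarity difference of 0.238 had p = 0.0625, also the smallest possible. The treatment differences under the block, −0.13 and −0.42 for peak number and 0.0664 and 0.0429 for similarity, could not go below p = 0.25 in the exact test. Whether the number pairs the libraries depended on the measure. In the presence of top peaks over regions, libraries with the same number did not deviate together from their group means (correlations −0.0556 to −0.000505). Same-numbered control and prednisolone libraries always lay in different batches, so between treatments this cannot tell a lack of pairing from the batches. Between antibodies, where they shared a batch, the correlations were −0.0208 to −0.000505. In list length, same-numbered LEF1 and TCF7L2 libraries did deviate together. Over 6 pairs the deviations of log2 peak number had a Pearson r of 0.960 and a Spearman rho of 0.943, each with p = 0.0278 in an exact permutation test, one-sided, the smallest that 36 arrangements give. This check was chosen after seeing the data. Without the pairs farthest from the median, prednisolone 2 and 3, r was 0.634. The block is therefore given beside the difference in list length between antibodies and beside no other result.

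Gained LEF1 regions numbered 607 at 10000 top peaks, 1686 at 50000, 1821 in full lists and 179 at 2000. Lost LEF1 regions numbered 4578 in full lists and 156 at 2000. Gained TCF7L2 regions numbered 1742 in full lists, 66 at a −log10 q-value of at least 5, 166 when ranked by fold and 119 at 2000. Lost TCF7L2 regions numbered 593 at 10000, 6052 in full lists, 244 at a −log10 q-value of at least 5 and 89 at 2000. Absence from the full lists left 21 gained and 3 lost LEF1 regions and 46 gained and 152 lost TCF7L2 regions. Leaving out each library in turn gave 1362 to 2200 gained and 946 to 1452 lost LEF1 regions, and 374 to 733 gained and 1186 to 2240 lost TCF7L2 regions. These counts exceed those of all libraries because a region then needs agreement of fewer libraries. The highest counts came without LEF1 prednisolone replicate 1 (gained), LEF1 control replicate 1 (lost), TCF7L2 prednisolone replicate 3 (gained) and TCF7L2 control replicate 1 (lost).

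A random choice among equal peaks at the limit moved the Jaccard index of no pair of libraries by more than 0.000441. It gave 1045 gained and 709 lost LEF1 regions, 292 gained and 980 lost TCF7L2 regions, and shares of 20.82% and 10.64% in control and prednisolone cells. The order in which equal peaks were taken therefore had little effect on these results.

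The share of LEF1 consensus regions with a TCF7L2 consensus region in control cells was 19.04% at 50000 top peaks, 19.10% in full lists, 3.85% at a −log10 q-value of at least 5, 14.5% when ranked by fold, 11.9% at 2000, 8.70% when a peak had to cover at least 50% of a region and 15.9% in 1 kb bins. After prednisolone it was 12.3% at 10000, 9.91% at 50000, 11.97% in full lists, 1.86% at the q-value, 7.30% by fold, 8.91% at 2000, 3.99% at 50% coverage and 7.80% in bins. The low shares at the q-value follow from the smaller number of TCF7L2 peaks that pass it. Leaving out each library in turn gave 18.1% to 27.8% in control cells and 9.02% to 16.1% after prednisolone. The share after prednisolone was below that in control cells under each of these settings. For the other changes the cause was not tested.

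The spread between replicates limits the TCF7L2 results more than the LEF1 results, and how much of it comes from depth was not tested. At 20000 top peaks the simulated recovery of planted TCF7L2 changes at ranks 5001 to 20000 was 14.8%, against 49.0% for LEF1, so a region that is not called is not shown to be unchanged.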

Other observations

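Apart from the counts of splits for gained and for lost regions at 20000 top peaks, the tests of explanations in this part were chosen after the results had been seen, as were the batches, the lists of 2000 top peaks and the rank classes.

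Regions that changed for both antibodies changed almost only in the same direction. Gained LEF1 regions overlapped gained TCF7L2 regions in 59 cases and lost LEF1 regions overlapped lost TCF7L2 regions in 16, while 5 gained LEF1 regions overlapped lost TCF7L2 regions and 0 lost LEF1 regions overlapped gained TCF7L2 regions. The same direction thus held for 93.8% of these regions. In the split by batch 10 regions changed for both antibodies and 30% of them shared the direction, and in the remaining 8 splits at most 2 regions changed for both. A batch effect alone would have put at least as many shared changes on the split by batch, so it is argued against as the whole cause. The biological explanation in the design, an effect of prednisolone on occupancy of sites that both antibodies detect, stays open as a hypothesis. So does a change in how open the chromatin is at these sites, or one antibody reaching the target of the other, since no IgG peak list was analysed here.

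The changes with treatment can be set against technical explanations in the same way. In total changed regions, 1 of the 10 splits of the 6 libraries, the real one, gave as many for LEF1 and also 1 of the 10 for TCF7L2, a share that cannot go lower. By direction, 1 of the 10 splits had as many on either side as the gained LEF1 regions, 1 as many as the lost LEF1 regions and 1 as many as the lost TCF7L2 regions, but 3 of the 10 had as many as the gained TCF7L2 regions. The larger side of the split by batch held 337 LEF1 regions, fewer than the 1040 gained and the 707 lost, which argues against batch as the whole cause for LEF1. For TCF7L2 it held 662 regions, fewer than the 982 lost and more than the 286 gained, so that batch as the whole cause is argued against for the losses, while the gains cannot be told apart from batch or from other groupings at 20000 top peaks. A part of the losses may also come from the batches. Batch A alone cannot decide this at this list length. By treatment, 14054 of its 15340 changed regions had a top peak only in the single control library. In the other arrangements 14343 of 15857 and 14378 of 15955 were likewise in the single library only. At 2000 top peaks the gains did stand apart: 119 TCF7L2 regions were gained and 89 lost, the larger side of the split by batch held 53, and 1 of the 10 splits, the real one, had as many on either side as the gained or as the lost regions. Batch as the whole cause is thus argued against for both directions among these stronger peaks. At this length the arrangement by treatment gave the most changed TCF7L2 regions in batch A (1141, against 732 and 786) and in batch B (1045, against 740 and 667). The gained LEF1 regions were not new peaks as a set, since 87.2% had a peak in every full control list.

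Losses outnumbered gains for TCF7L2 at 20000 top peaks, where 77.4% of the changed regions were lost. A candidate explanation is that weak and poorly reproduced peaks filled the treated lists up to the fixed length. The lost share was 67.3% at 10000 top peaks and 42.8% at 2000, as this would give. Other settings kept the excess of losses: the lost share was 78.7% at a −log10 q-value of at least 5 and 77.6% in full lists, where list lengths differ, and 80.0% among peaks with a fold of at least 2. The explanation therefore stays open.

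Fewer TCF7L2 peaks passed a −log10 q-value of 5 after prednisolone. The depth of each library relative to the control that MACS2 used could be recovered from the p-value and fold of its peaks. Treated TCF7L2 libraries had on average 1.11 times the depth of untreated ones (0.711 ± 0.0991 against 0.640 ± 0.0420 times the control, n = 3 each). The ranges overlapped. In batch B the treated library (0.603) lay between the controls (0.593 and 0.654). In batch A the treated libraries (0.730 and 0.7985) were deeper than the control (0.6735), which goes against lower depth there. That comparison rests on 1 control library. The depths therefore leave open whether lower depth plays a part. The ratio of peak numbers, treated over untreated, was 0.549 in batch A and 0.753 in batch B, so treated libraries had fewer such peaks in both. With the treatment labels exchanged within batches the log2 difference was −0.63 (exact permutation test, p = 0.111, the smallest that 9 relabellings give). Between batches, A minus B, it was −0.74 (exact permutation test, p = 0.2), with the treatment left out of account. As batch A holds 2 of the 3 treated libraries, this value may include a part of the treatment difference. The same direction in both batches speaks against batch as the whole cause, but the libraries are too few to exclude it. Less efficient cutting in the treated TCF7L2 libraries also stays open: their mean Jaccard index with each other was 0.151, against 0.249 among the controls, which a weaker assay and a weaker occupancy would both give.

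The drop in LEF1 consensus regions shared with TCF7L2, from 20.8% to 10.6%, could follow from a smaller number of reproducible TCF7L2 regions after prednisolone. At 20000 top peaks their number fell from 5085 to 2790, and the share of them with LEF1 moved little, from 47.2% to 44.9%. At 2000 top peaks their number fell only from 1009 to 924, while the share of them with LEF1 fell from 13.6% to 10.6% and the share of LEF1 regions with TCF7L2 from 11.9% to 8.91%. There the smaller number does not account for the drop, although the 95% intervals of the LEF1 shares overlapped (10.09% to 13.97% and 7.25% to 10.80%). The explanation therefore stays open.

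The strongest TCF7L2 peaks met LEF1 top peaks less often than those of middle rank did. In control cells 21.2% ± 1.17 (SD, n = 3) of the 100 strongest TCF7L2 peaks overlapped a LEF1 top peak, against 55.8% ± 4.57 of those ranked 1001 to 2000. After prednisolone these shares were 22.9% ± 0.962 and 54.0% ± 2.14. At ranks 10001 to 20000 the share was low again, 22.8% ± 3.39 in control cells and 12.1% ± 8.78 after prednisolone. Against full LEF1 lists the gap was smaller, with 70.0% of the 100 strongest control peaks and 83.1% of those ranked 1001 to 2000. The opposite held from the side of LEF1, where 87.3% ± 0.577 of the 100 strongest control peaks and 20.2% ± 0.0301 of those ranked 10001 to 20000 overlapped a TCF7L2 top peak. Background of high coverage and low fold is argued against, because the 100 strongest TCF7L2 peaks had a median fold of at least 19.7 in each of the 6 lists. Whether this chromatin is cut without the target of the antibody cannot be told apart from TCF7L2 occupancy by the 21.2%, because no IgG peak list was analysed here.

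Peaks with a fold under 2 made up 10.2% ± 3.03 of the 1000 strongest TCF7L2 peaks after prednisolone and 2.67% ± 0.702 in control cells (SD, n = 3 each; difference of 7.50 percentage points, exact permutation test, p = 0.1, the smallest possible). For LEF1 these shares were 0.333% ± 0.0577 and 0.467% ± 0.115. Such peaks gave 15.4% of the gained TCF7L2 regions, 44 of 286, against 1 of the 982 lost ones. They may be background of high coverage, where a small ratio reaches a very small p-value, and no table separates this from an effect of the treatment.

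Peak heights followed whole numbers of fragments in most lists. In 10 of the 12 lists at least 99.27% of the peaks gave a whole number when the height of the summit was solved from the p-value and fold. In the other lists, LEF1 control replicate 2 and LEF1 prednisolone replicate 3, heights came in steps of 0.772 and 0.471. The 6 lists in which 2 fragments sufficed for a p-value under 0.05 over the background held 317316 to 395786 peaks, and the 6 lists that needed 3 to 7 held 128863 to 284084. Of the lists in which 2 sufficed 5 were from TCF7L2, and of the others 5 were from LEF1, so the labels were exchanged within each antibody (exact permutation test, p = 0.0278, the smallest that 36 relabellings give). This test rests on 1 list of each antibody that differs from the other 5. These were also the longest LEF1 list and the shortest TCF7L2 list, and lists with the same step differed as well: the TCF7L2 controls, where 2 fragments sufficed, held 329941 to 389886 peaks. How far this step sets the length of a list therefore stays open. The control depth implied by the peak values was 5.39 to 5.46 fragments per kb, a highest value of 1.01 times the lowest over the 12 lists. For LEF1 control replicate 2 and LEF1 prednisolone replicate 3 this closeness was partly set in advance. Their background was sought only near the value expected from the other lists, so they cannot test for a shared control. The 10 lists with whole numbers had 5.39 to 5.44 fragments per kb, as a single control library behind these 10 would give.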
